# Characterization of a novel microRNA, miR-188, elevated in serum of muscular dystrophy dog model

**DOI:** 10.1371/journal.pone.0211597

**Published:** 2019-01-30

**Authors:** Hiroyuki Shibasaki, Michihiro Imamura, Sayuri Arima, Jun Tanihata, Mutsuki Kuraoka, Yasunari Matsuzaka, Fumiaki Uchiumi, Sei-ichi Tanuma, Shin’ichi Takeda

## Abstract

MicroRNAs (miRNAs) are non-coding small RNAs that regulate gene expression at the post-transcriptional level. Several miRNAs are exclusively expressed in skeletal muscle and participate in the regulation of muscle differentiation by interacting with myogenic factors. These miRNAs can be found at high levels in the serum of patients and animal models for Duchenne muscular dystrophy, which is expected to be useful as biomarkers for their clinical conditions. By miRNA microarray analysis, we identified miR-188 as a novel miRNA that is elevated in the serum of the muscular dystrophy dog model, CXMD_J_. miR-188 was not muscle-specific miRNA, but its expression was up-regulated in skeletal muscles associated with muscle regeneration induced by cardiotoxin-injection in normal dogs and mice. Manipulation of miR-188 expression using antisense oligo and mimic oligo RNAs alters the mRNA expression of the myogenic regulatory factors, MRF4 and MEF2C. Our results suggest that miR-188 is a new player that participates in the gene regulation process of muscle differentiation and that it may serve as a serum biomarker reflecting skeletal muscle regeneration.

## Introduction

MicroRNAs (miRNAs) are evolutionary conserved small non-coding RNAs composed of approximately 22 nucleotides, and that function in the post-transcriptional regulation of gene expression. Specific interaction of miRNAs with complementary sequences at 3’ noncoding regions of messenger RNAs (mRNAs) causes mRNA degradation or inhibition of protein translation, resulting in negative regulation of gene expression. [1, 2] The miRNA database, miRBase (http://www.mirbase.org/), has recently listed more than 35,000 miRNAs from a variety of species. In mammals, miRNAs are predicted to regulate about 60% of genes [3], which means that various biological phenomena are relevant to miRNA expression and comprehensive studies of miRNA function are thus important.

Skeletal muscle development occurs through characteristic cell processes, i.e., proliferation and migration of progenitor cells, differentiation of the cells into myoblasts, formation of myotubes by fusion of arrested myoblasts, and maturation of myotubes into myofibers [4]. These processes are predominantly regulated by several myogenic regulatory factors (MRFs) that belong to the basic helix-loop-helix (bHLH) family of transcriptional factor (MyoD, Myf5, myogenin, and MRF4) together with other transcriptional factors, i.e., Pax3, Pax7, and MEF2 family proteins [5]. Recent studies have shown that various miRNAs can play roles in crucial processes of skeletal myogenesis. Muscle-specific miRNAs, i.e., miR-1, miR-133, and miR-206 have been characterized as myogenic regulators [6].

Interestingly, we and other groups previously reported that these three miRNAs are strongly expressed in the serum of Duchenne muscular dystrophy (DMD) and its animal models, suggesting that they could act as novel biomarkers for muscular dystrophy [7–10]. Some non-muscle-specific miRNAs are also known to be myogenic regulators and are elevated in the serum of muscular dystrophy [9, 11, 12]. These observations suggest that search for serum miRNAs related to myogenesis may lead to establishing of markers reflecting the pathological condition of skeletal muscle in muscle disorders.

In the present study, we performed miRNA microarray assay using the serum of a dystrophic dog model for DMD and found a novel miRNA, miR-188, which was elevated from around the onset stage up to several months. Our analyses did not identify miR-188 as a muscle-specific-type of miRNA, but revealed that it originated from immature muscle cells at the early stage of muscle regeneration. In vitro analysis using the C2C12 myogenic cell line indicated a correlation between miR-188 elevation and expression of myogenic transcription factors, suggesting that miR-188 is a novel regulator of muscle differentiation.

## Materials and methods

### Animals

All animals used in this study were housed in facilities of the National Institute of Neuroscience, National Center of Neurology and Psychiatry. All dogs were born into the canine X-linked muscular dystrophy in Japan (CXMD_J_) colony at the General Animal Research Facility, National Institute of Neuroscience, National Center of Neurology and Psychiatry [13]. Dogs were treated in accordance with the guidelines provided by the Ethics Committee for the Treatment of Middle-sized Laboratory Animals (Approval ID: 28–02, 29–02). Mice were supplied by Clea Japan Inc. (Tokyo, Japan). Mice were treated in accordance with the guidelines provided by the Ethics Committee for the Treatment of Laboratory Animals (Approval ID: 2016001).

### Antibodies and reagents

Rabbit polyclonal antibody against MEF2-interacting transcription repressor, MITR (ab59718), and laminin (L9393) were purchased from Abcam (Cambridge, UK) and Sigma-Aldrich (St. Louis, MO), respectively. Mouse monoclonal antibodies against ubiquitin-conjugating enzyme E2I, UBE2I (610748), Glyceraldehyde-3-phosphate dehydrogenase, GAPDH (sc-32233), and developmental myosin heavy chain, dMyHC (NCL-MHCd), were purchased from BD Bioscience (San Jose, CA), Santa Cruz Biotechnology (Santa Cruz, CA), and Leica Biosystems (Newcastle, UK), respectively. Affinity purified peroxidase-conjugated anti-mouse IgG goat antibody (PNIM0817) and peroxidase-conjugated anti-rabbit IgG goat antibody (A0545) were purchased from Merck (Darmstadt, Germany) and Beckman Coulter Diagnostics (Fullerton, CA), respectively. Alexa488-conjugated anti-mouse IgG goat antibody (A-11029) and Alexa568-conjugated anti-rabbit IgG goat antibody (A-11036) were purchased from Thermo Fisher Scientific (Waltham, MA). Gel Red dye for nucleus labelling was purchased from Biotium Inc. (Haywood, CA). Cardiotoxin (CTX) was purchased from Sigma-Aldrich. Synthesized single-strand anti-miR188 (MH12963) and miRNA inhibitor negative control (4464076) oligo RNAs, and double-strand mimic miR188 (MC12963) and miRNA mimic negative control (4464058) oligo RNAs were purchased from Ambion (Austin, TX).

### Serum and tissues collection

Serum samples were prepared from 14 dogs (7 normal and 7 dystrophic dogs), when those dogs were aged 3 weeks, 2 months, 6 months, 9 months, and 1 year.

Tissue collection was carried out after euthanizing the dog as described previously [14]. Dog tissues, including diaphragm, left ventricle, hippocampus, kidney, lung, liver, spleen, intestine, and colon were collected from 3 normal and 3 dystrophic dogs at 2 months of age. Tibialis cranialis (TC) muscles were collected from 3 normal and 3 dystrophic dogs at the ages of 0 days, 3 weeks, 2 and 6 months, and 1 year, respectively. All tissue samples were frozen in 2-methylbutane chilled by liquid nitrogen and stored at -80°C until usage. In the analysis of CTX-injury dog muscles, we used the frozen stocked samples those were previously reported [14].

Sixteen 8-week-old mice were used for induction of muscle regeneration by CTX-injection. Mice were anaesthetized by isoflurane inhalation, and 100 μl of CTX solution (10 μM CTX in phosphate-buffered saline) was injected into the tibialis anterior (TA) muscle of 12 mice. As a control, 100 μl of phosphate-buffered saline (PBS) was injected into the TA muscles of 4 mice. TA muscles were isolated from four mice each at 3, 5, and 7 days after CTX-injection.

### Cell culture and transfection

Mouse muscle C2C12 cells were maintained as undifferentiated myoblasts in growth medium (GM: DMEM supplemented with 10% fetal calf serum) at 37°C in an atmosphere of 5% CO_2_ and 95% humidity. Cells were plated onto 6-well plates, and when they had proliferated to about 60% confluence, cells were transfected with synthesized anti-sense miR-188, mimic miR-188, or their control RNAs (Ambion) using Lipofectamine RNAiMAX reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. At 24 hours after the transfection, growth medium was switched to differentiation medium (DMEM supplemented with 2% horse serum, 100 U/ml penicillin, and 100 μg/ml streptomycin). Three days later, cells were washed with Tris-buffered saline (TBS) and then treated with Trizol reagent (Invitrogen, Carlsbad, CA) for preparation of total RNAs. For the purpose of immunoblot analysis, cells were treated with heated lysis solution (2% sodium dodecyl sulfate [SDS], 125 mM Tris-HCl, pH 6.8, 15% glycerol) and protein concentration was determined using a protein assay (Bio-Rad Laboratories Inc., Hercules, CA), as described previously [15].

### Quantification of fusion index

C2C12 myotubes on 6-well plates were fixed in PBS containing 4% formaldehyde and 0.1% Triton X-100 at room temperature for 10 min. The cells were washed with TBS and incubated with anti-MyHC (MF-20) antibody (1:40 dilution in TBS containing 2% casein) overnight at 4°C, followed by incubation with Alexa488-conjugated goat anti-mouse secondary antibody (1:600 dilution) and Gel Red Dye (1: 10,000 dilution) for visualization of the nuclei at room temperature for 30 min. The stained cells were examined with an inverted fluorescence microscope (IX50; Olympus Ltd., Tokyo, Japan). The percentage of nuclei in MHC-positive myotubes with more than 2 nuclei was calculated. Each datum under different culture condition was obtained from elected microscopic 3 fields containing in total at least 2000 nuclei.

### miRNAs microarray analysis

miRNA microarray analysis was performed using total RNAs prepared from dystrophic and normal dog serums at 2 months of age. To avoid detection of individual differences in miRNA expression, serum samples of 3 dystrophic dogs and 3 normal dogs were mixed, respectively, and used for total RNA preparation using 3D-Gene RNA extraction reagent (Toray Industries Inc., Tokyo, Japan) according to the manufacturer’s instructions. Extracted total RNAs were labeled with fluorescence using 3D-Gene miRNA labeling kit (Toray Industries Inc.), and which were hybridized onto 3D-Gene 4 animal miRNA Oligo chips mounted with 291 dog miRNAs (Toray Industries Inc.). Obtained fluorescent signals on the chip were analyzed using 3D-Gene Extraction software (Toray Industries Inc.). The microarray data are in agreement with the Minimum Information About a Microarray Experiment (MIAME) and are publicly available through the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/projects/geo/) under the accession number GSE123567.

### Reverse transcription-quantitative PCR

Total RNA was extracted from dog sera using miRNeasy Mini Kit (Qiagen, Hataworth, CA), and from dog tissues, mouse muscles, and C2C12 cultured cells using Trizol reagent according to the manufacturer’s instructions. In order to measure expression levels of 18S rRNA and mRNAs, total RNA was reverse transcribed into cDNA using PrimeScript RT reagent Kit (Takara, Tokyo, Japan). Quantification PCR for the cDNA was performed using TB Green Premix Ex Taq II (Takara) in accordance with the manufacturer’s instructions. Primer sequences for 18S rRNA and mRNAs are listed in S2 Table. cDNA of small nucleolar RNAs (snoRNAs) and mRNAs was produced using miScript RT kit (Qiagen). The synthesized cDNA was quantified using miScript SYBR Green Kit (Qiagen) in accordance with the manufacturer’s instructions. miScript primer assays (Qiagen) were used for specific primers of snoRNAs and miRNAs (S3 Table). The PCR and monitoring of SYBR green signals were performed using by CFX Connect system (Bio-Rad). Relative expression levels of mRNAs, miRNAs and snoRNAs were calculated using the 2^-ΔΔCt^ method [16]. Expression levels of 18S rRNA, sno202, and sno234 were used as internal controls and for normalization of expression of dog and mouse mRNAs, dog miRNA, and mouse miRNA, respectively.

### Immunoblot analysis

Preparation of C2C12 cell lysates for immunoblot analysis was as described above. SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and protein transfer to a polyvinylidene difluoride (PVDF) membrane were performed as described previously [15]. The protein-transferred membrane was incubated with anti-MITR antibody (1:200 dilution in TBS containing 2% casein) or anti-UBE2I antibody (1:200 dilution). Immunoreactive protein bands were visualized using the chemiluminescence detection system for standard-type Amersham ECL (GE Healthcare UK, Ltd). Signals of MITR and UBE2I were quantified by Image J software (http://imagej.nih.gov/ij/), and were normalized with expression levels of GAPDH.

### Histology

Cryosections of dog TC muscles were subjected to haematoxylin and eosin (HE) staining as described previously [14].

Immunohistochemistry was performed using cryosections (8 μm) of dog TC muscles. The cryosections were fixed in cold acetone and equilibrated with TBS at room temperature. The sections were double-stained with anti-dMyHC mouse antibody (1:40 dilution in TBS containing 2% casein) and anti-laminin rabbit antibody (1:30 dilution) overnight at 4°C, followed by visualization with Alexa488-conjugated goat anti-mouse secondary antibody (1:600 dilution) and Alexa568-conjugated goat anti rabbit secondary antibody (1:1000 dilution) at room temperature for 30 min. Fluorescence signals on the muscle sections were observed under the inverted fluorescence microscope (Olympus IX50). To quantify the number of dMyHC-positive muscle fibers in each age dog, the percentage of dMyHC and laminin double-positive fibers in total laminin-positive fibers was calculated. At least 1000 muscle fibers were counted on multiple randomly selected microscopic fields at each specimen.

### Statistical analysis

Difference between groups were analyzed by Student’s t-test, Holm multiple test, and Dunnett’s test using BellCurve for Excel (SSRI Ltd., Tokyo, Japan). *P*-values < 0.05 were considered to be statistically significant.

## Results

### Search for microRNAs showing unique expression in serum of dog model of Duchenne muscular dystrophy

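Serum of 3 normal dogs and serum of 3 dystrophic dogs (CXMD_J, a dog model of Duchenne muscular dystrophy), all at 2 months of age, was pooled by group, and the RNA of each pool was labelled and hybridized to 1 chip. Each condition therefore has 1 array, no replicate error can be given, and no test between the conditions was made. The chip has 1 color, and the brightness of a spot stands for the amount of the miRNA it captures. Each array held 3200 spots, of which 291 carried dog miRNAs, 1 spot for each, and 1408 were blank. The deposited scanner output gives the median intensity of each spot without normalization, and the values below were recomputed from it. The mean of the blank spots, taken after trimming 5% of them at each end, was subtracted from every spot. This mean was 118 on the array of normal serum and 116 on the array of dystrophic serum, with an SD of 3.94 and 4.12 between the trimmed blank spots. A miRNA was taken as detected when its spot was above the mean of the trimmed blank spots plus 2 SD, a limit of 126 and 124, respectively. The signals of each array were then scaled to a median of 25 over its own detected miRNAs, with a factor of 1.04 for normal serum and 0.827 for dystrophic serum. These factors set the level from which every fold change is counted. Because 1 spot was read per miRNA, the error of a fold change was estimated from the other spots of the array. Deviations of blank spots were drawn 100000 times and combined with the coefficient of variation of bright control probes, 5.26% between 8 spots of a probe, to give a 95% noise interval. The interval covers spot noise and leaves out the differences between dogs, RNA preparations and arrays.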

In order to identify serum miRNAs that show specific expression in DMD, we performed the miRNA microarray analysis using serums from dystrophic dogs at 2 months of age, when starts to display the onset of clinical symptoms [17] (Fig 1A and S1 Table). One hundred and forty-two miRNAs were detected by the microarray in both normal and dystrophic sera. Among these, 19 miRNAs were elevated by more than 2-fold in dystrophic sera when compared to normal serum, while 8 miRNAs were reduced by half or more. 

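On the array of normal serum 159 of the 291 dog miRNAs were above the detection limit, and on that of dystrophic serum 188 were. The number detected in both was 142, while 46 were detected in dystrophic serum alone, 17 in normal serum alone and 86 in neither. The brightest miRNAs of normal serum were miR-370, miR-451 and miR-615, with normalized signals of 2976, 1276 and 507. The limit lay close to the background. Of the blank spots themselves, 9.38% on the normal and 8.59% on the dystrophic array were above it, since the SD was taken after trimming. Of the 32 negative-control spots, 21 and 27 were above it. Among the miRNAs detected in 1 serum, the median normalized signal was 11.8 for dystrophic serum and 12.9 for normal serum, compared with medians of 29.8 in normal and 36.3 in dystrophic serum for the miRNAs detected in both. When a normalized signal of at least 25 was required on both arrays, 71 miRNAs were left. Subtracting the local background around each spot, an alternative chosen after the data were seen, left 21.

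**Figure D1:**
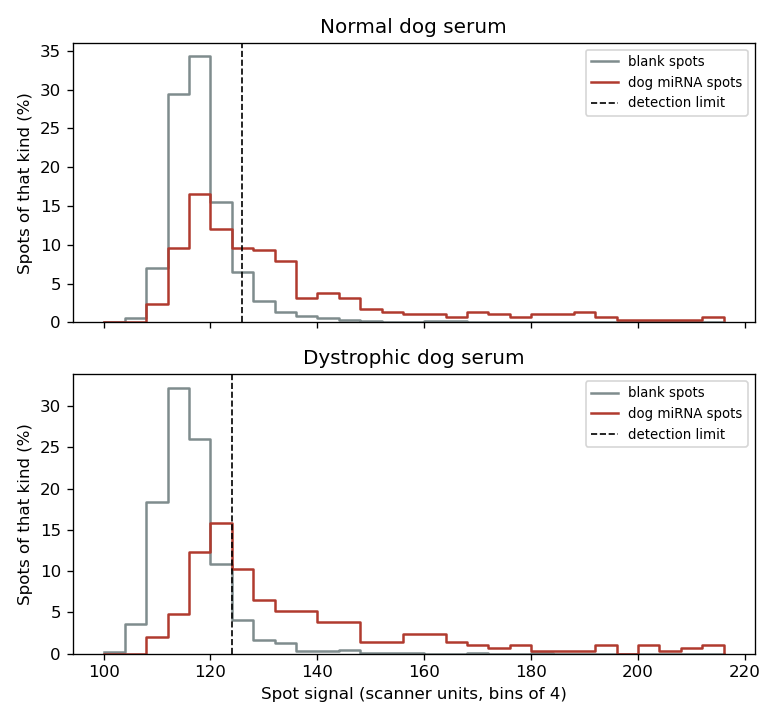
Spot signals in scanner units (horizontal axis) of the blank spots and the dog miRNA spots of each array, as the percentage of spots of that kind (vertical axis) in each bin. The dashed line is the detection limit; spots brighter than the axis are not drawn, and many dog miRNA spots lie beside the limit, among the blank spots.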

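With the signals scaled as in the S1 Table, 19 of the miRNAs detected in both sera had a dystrophic over normal ratio above 2, 8 had a ratio of 0.5 or less, and 115 lay between. The largest ratios were those of the muscle miRNAs. The normalized signal of miR-133c rose from 13.8 to 2097, a ratio of 152 with a noise interval from 93.4 upward. The ratio was 128 for miR-133a, 87.1 for miR-133b and 12.6 for miR-206. These sizes depended on the processing. Under the alternatives set before the data were examined, the ratio ran from 19.7 to 192 for miR-133c and from 18.0 to 161 for miR-133a. It ran from 20.5 to 110 for miR-133b and from 2.15 to 15.9 for miR-206. Without background subtraction miR-133b was above miR-133c, with ratios of 20.5 and 19.7. miR-133a, miR-133b and miR-133c are members of 1 family with similar sequences, so their spots can share labelled RNA and the share of each is uncertain. miR-1 was detected in dystrophic serum alone, with a normalized signal of 20.6, at least 2.48-fold higher than in normal serum when the latter is set to the lowest signal detected there. Its spot on the dystrophic array was 24.9 units above the mean blank spot, a level that 14 of the 181 spots without a probe and 15 blank spots also reached. Of the 19 elevated miRNAs, 16 had a noise interval above 1 and 9 had one above 2. The normal signal of 11 of them was below 25, where the blank spots weigh most on the ratio, and 8 had a ratio under 2.5. Of the reduced miRNAs, miR-451 had the lowest ratio, 0.196 (noise interval 0.167 to 0.228), followed by miR-16 with 0.346. The noise interval lay below 1 for 6 of the 8. The counts moved with the processing. Without scaling between the arrays 34 miRNAs were above 2-fold and 3 were at 0.5-fold or less, whereas scaling on the miRNAs detected on both arrays gave 12 and 19. From the ratios above 2, the paper goes on to those miRNAs that it finds not to have been reported as serum biomarkers and measures them by RT-qPCR.

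**Figure D2:**
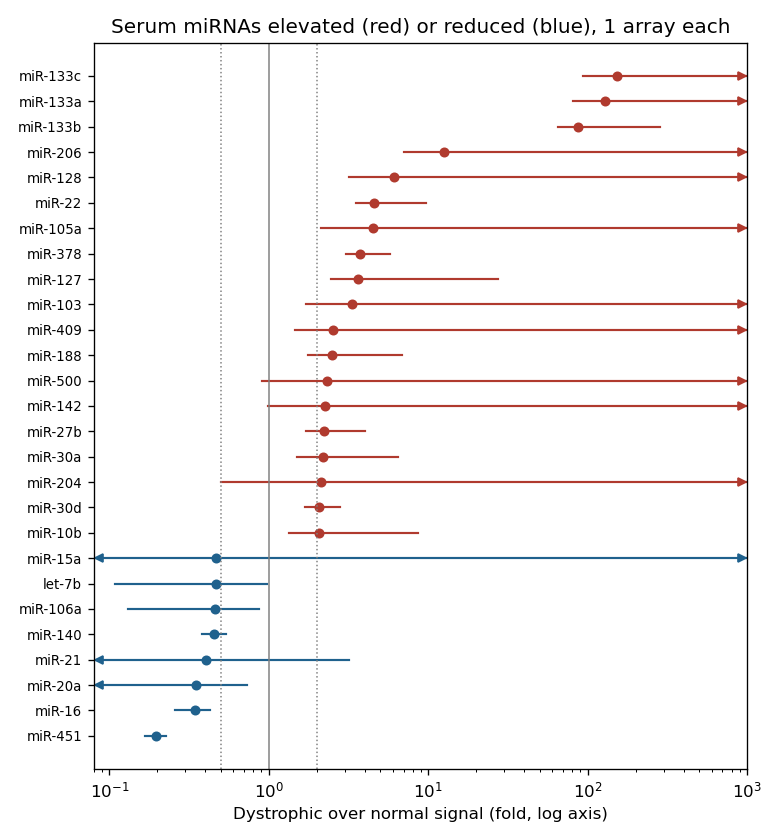
Dystrophic over normal ratio of the elevated (red) and reduced (blue) miRNAs on a log axis, 1 array per condition. Points are the ratios, lines are 95% noise intervals from resampled blank spots, arrowheads mark intervals that go on beyond the axis or have no upper limit, the solid vertical line is a ratio of 1 and the dotted lines are 2 and 0.5; miR-133c has the highest ratio and miR-451 the lowest.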

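The elevated miRNAs marked in red in Fig 1A are miR-10b, miR-103, miR-105a, miR-142, miR-188, miR-204 and miR-500. Their ratios on the arrays ran from 2.06 for miR-10b to 4.52 for miR-105a. The normalized signal of miR-188 was 30.7 in normal and 76.3 in dystrophic serum, a ratio of 2.48 with a noise interval from 1.76 to 6.87. It was the brightest of the 7 in both sera. Before background subtraction its spots read 148 and 208. The ratio of miR-103 was 3.33, with a noise interval from 1.72 upward. For miR-204 the normalized signal was 9.00 in normal serum, and 8.17% of the blank spots of that array were at least as bright as its spot. The noise interval stayed above 1 for 4 of the 7, miR-10b, miR-103, miR-105a and miR-188, and reached below 1 for the other 3. Without background subtraction none of the 7 was above 2-fold, and miR-188 had a ratio of 1.37. With normexp background correction and an offset of 50, an alternative that keeps dim signals positive, the ratio of miR-188 was 1.57. The offset is added to every signal and is larger than the net signal of miR-188 in normal serum, 29.5, so that it draws the ratio toward 1 by construction.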

Seven of the elevated miRNAs have not been reported previously as serum biomarkers of DMD and the animal models. Validation of this result by reverse transcription-quantitative PCR (RT-qPCR) confirmed a significant difference in the elevation of 2 miRNAs, i.e., miR-188 and -500 (Fig 1B). Expression analysis of these 2 miRNAs using dog tissues clearly showed up-regulation of miR-188 expression in dystrophic skeletal muscles but not in other tissues (heart, brain, kidney, lung, liver, spleen, intestine, and colon), when compared to normal (Fig 1C). Whereas, in all tissues examined, no significant differences were observed in the expression of miR-500 between dystrophic and normal control dogs. These findings suggest that the specific elevation of miR-188 in the serum reflects abnormalities in dystrophic skeletal muscles. We then focused on miR-188 and investigated the relationship between its expression and the pathological condition of skeletal muscles.

**Fig 1:**
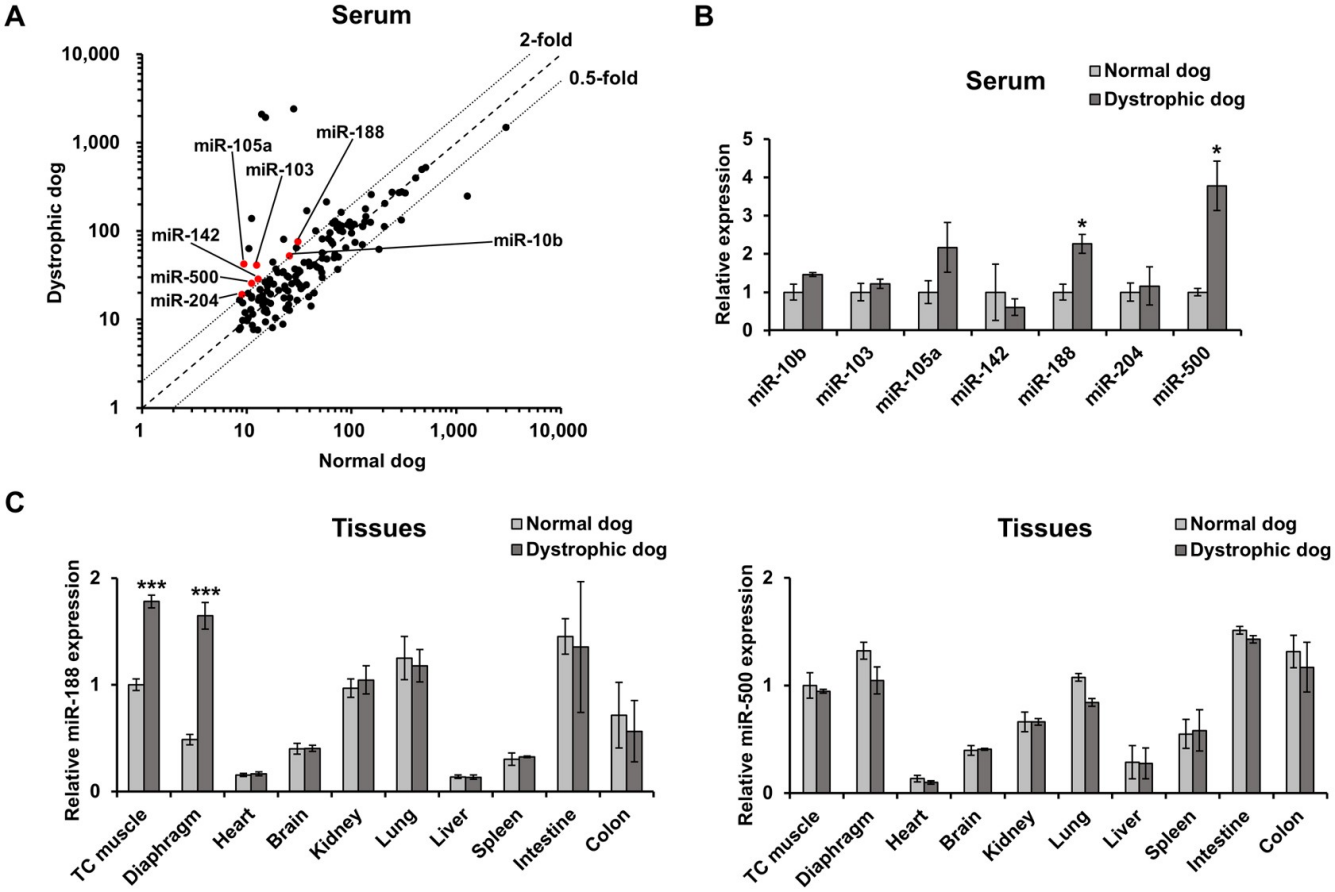
Search for miRNAs that are elevated in serum and skeletal muscles of muscular dystrophy. (A) Scatterplot of microarray data comparing relative levels of miRNAs in serum from dystrophic dogs (CXMD_J_) and normal dogs at the age of onset (2 months). Newly detected 7 miRNAs are indicated in red. (B) RT-qPCR validation of 7 elevated microRNAs in muscular dystrophy dog model. miRNAs from 100 μl of dystrophic and normal dog serum were reverse transcribed into cDNA, and which was subjected to expression analysis by RT-qPCR (n = 3). (C) Expression analysis of miR-188 and miR-500 in the tissues of normal and dystrophic dogs at the age of 2 months by RT-qPCR (n = 3). Data represent mean ± standard error (SE). Statistical analysis was performed using Student’s t-test; *P < 0.05, ***P < 0.001 compared to normal dogs.

### Elevation of miR-188 expression during muscle regeneration

In order to reveal the expression pattern of miR-188 associated with progression of muscular dystrophy, we examined its expression in serums and TC muscles during the growth of dystrophic and normal dogs by RT-qPCR (Fig 2A and 2B). The analysis showed that miR-188 expression in dystrophic dogs is higher than in normal dog serum at the ages of 2, 6, and 9 months, but not at 3 weeks and 1 year of age, which agrees with the results of miR-188 quantitative analysis with dog TC muscles. We checked pathology of the dog TC muscles and found marked abnormalities in 2- and 6-month-old dystrophic dogs (S1 Fig). These findings strongly suggest that the significant elevation of serum miR-188 in dystrophic dogs is derived from lesions in skeletal muscles, i.e., muscle degeneration, regeneration, and infiltration of monocytes and so on. Interestingly, even in normal dogs, remarkable miR-188 expression was observed in newborn muscles, and expression levels was gradually decreased with the growth of dogs. Immunostaining of developmental myosin heavy chain (dMyHC), which is an immature and regeneration muscle fiber marker, on both of dystrophic and normal dog TC muscles showed the proportions of dMyHC-positive fibers were very high in newborn and 3-week-old dogs (S2A and S2B Fig). In dystrophic dog TC muscles at the ages of 2 and 6 months and 1 year, dMyHC-positive fibers were frequently observed, and which were estimated at 33%, 51%, and 18% of total muscle fibers, respectively. The changes of dMyHC-positive fibers were similar to the expression pattern of miR-188 in TC muscles (Fig 2B), suggesting that miR-188 is up-regulated in immature muscle cells during muscle regeneration. To test this, we examined the pattern of miR-188 expression during injury and regeneration of normal dog muscle by CTX-injection (Fig 2C). CTX injury induced extensive myofiber necrosis and infiltration of inflammatory cells, including neutrophils, within 1 day. Mononuclear myogenic cells largely replaced neutrophils within 3 days and regenerated myofibers were readily identified at around day 5. qPCR analysis indicated miR-188 up-regulation at days 3 and 5 after CTX-injection. Almost the same results were also obtained by CTX-injury analysis in TA muscles of normal mice (Fig 2D). These results strongly suggest that miR-188 is up-regulated at early stages of muscle differentiation. Therefore, we examined miR-188 expression during muscle differentiation *in vitro* using the C2C12 mouse myogenic cell line (Fig 3A). After setting the cells in culture medium for differentiation, miR-188 expression gradually increased with time and showed significant up-regulation from day 3 to day 5. Comparative study with known muscle differentiation regulators and differentiation markers revealed that the expression pattern of miR-188 was similar to the patterns of myogenic regulatory factor 4 (MRF4), myocyte enhancer factor 2C (MEF2C), and myosin heavy chain isoform 1, 2, and 4 (Myh1, 2, and 4) (Fig 3B and 3C).

**Fig 2:**
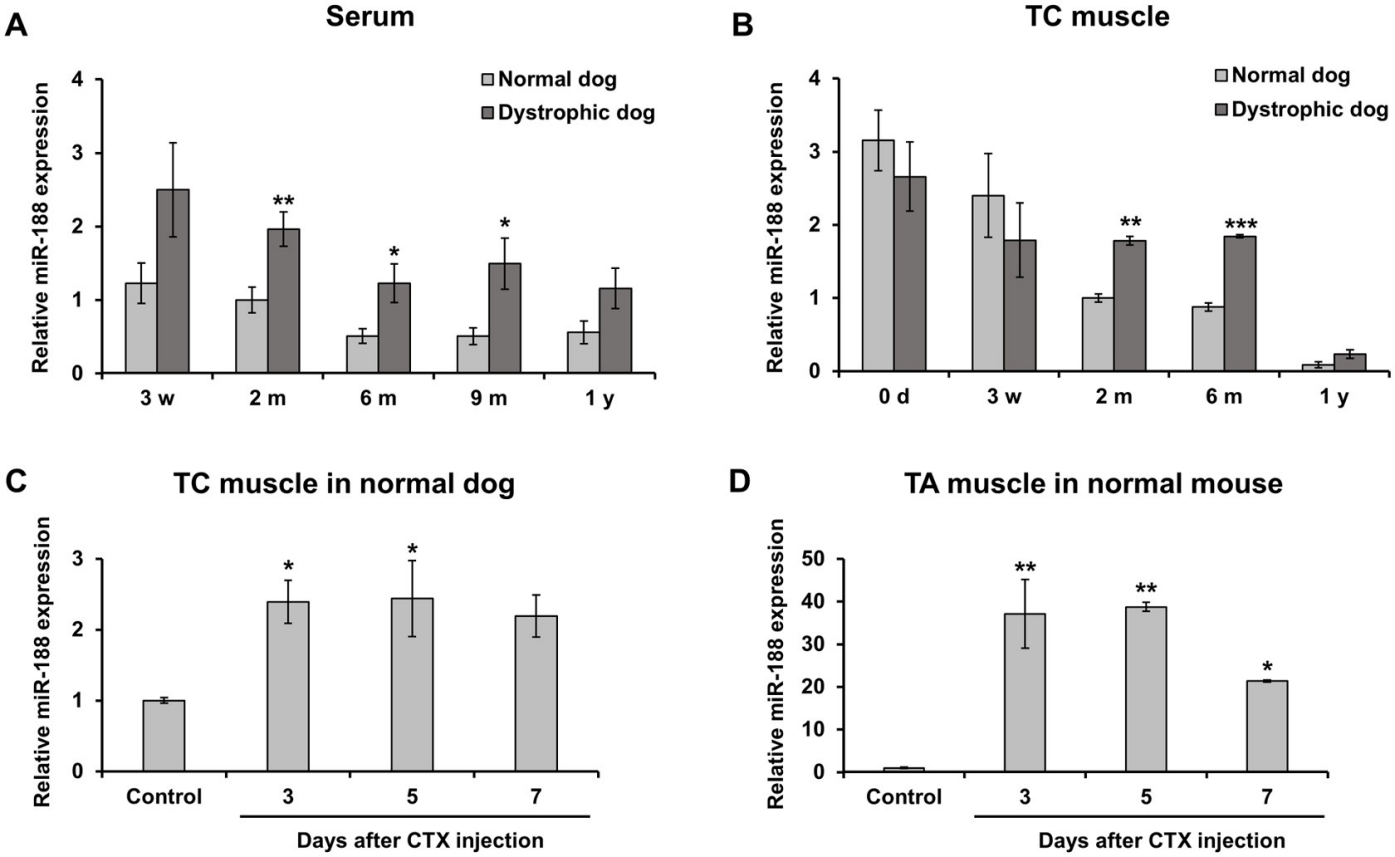
Changes in miR-188 expression during muscle regeneration. (A) Expression patterns of miR-188 in serum from normal and dystrophic dogs at 3 weeks (w), 2 months (m), 6 months, 9 months, and 1 year (y) of age were analyzed by RT-qPCR (n = 7 each). (B) Expression patterns of miR-188 in TC muscles of normal and dystrophic dogs at 0 days (d), 3 w, 2 m, 6 m, and 1 y of age were analyzed by RT-qPCR (n = 3). (C) miR-188 expression in CTX-injured TC muscles in normal dogs was measured by RT-qPCR (n = 3). (D) miR-188 expression of CTX-injury TA muscles of normal mice was measured by RT-qPCR. Data represent mean ± SE. Statistical analysis was performed using Student’s t-test with the Holm multiple test for A and B, and Dunnett’s test for C and D; *P < 0.05, **P < 0.01, ***P < 0.001 compared to normal dogs or controls.

**Fig 3:**
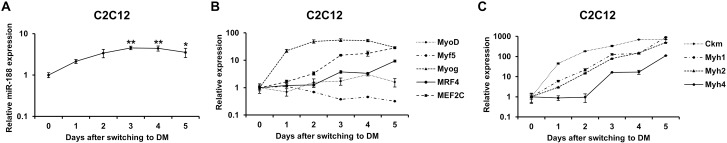
Expression pattern of miR-188 in C2C12 myoblasts during muscle differentiation. (A) Changes in miR-188 expression in differentiating C2C12 cells after switching to differentiation medium (DM) were analyzed by RT-qPCR (n = 4). (B) Expression patterns of 5 myogenic transcriptional factors, i.e., MyoD, Myf5, myogenin (Myog), MRF4, and MEF2C during C2C12 cell differentiation (n = 3). (C) Expression patterns of four differentiation markers, Ckm, Myh1, 2, and 4 during C2C12 differentiation. Data represent means ± SE. Statistical analysis was performed using Dunnett’s test; *P < 0.05, **P < 0.01 compared to 0 day.

### Effects of miR-188 on expression of myogenic factors during C2C12 myoblast differentiation

We further examined whether the elevation of miR-188 alters the expression of myogenic transcriptional factors and differentiation markers during C2C12 myoblast differentiation. Transfection of synthesized antisense oligo RNA inhibited miR-188 expression by more than 50% after 3 days of culture in differentiation medium, while mimic miR-188 introduced into the cells was estimated at about 250-fold when compared to endogenous miR-188 (Fig 4A and 4C). The inhibitory treatment of C2C12 significantly decreased expression of MRF4 and MEF2C, but not other MRFs (MyoD, Myf5, and myogenin) (Fig 4B). Whereas, the treatment tended to suppress expression of Myh1, 2, and 4. In the analysis of myotube formation, the miR-188 inhibition did not show the significant inhibitory effect on fusion index (Fig 4E). In overexpression experiments with miR-188 mimic, MRF4, MEF2C, muscle creatine kinase (Ckm), and Myh1 were significantly up-regulated, but Myh2 and Myh4 tended to increase (Fig 4D). On the other hand, the mimic miR-188 expression significantly increased fusion index (Fig 4F). As myogenic transcriptional factors and myosin heavy chain transcripts have no target sequences for miR-188, these results suggest that miR-188 indirectly regulates the expression through other molecules.

**Fig 4:**
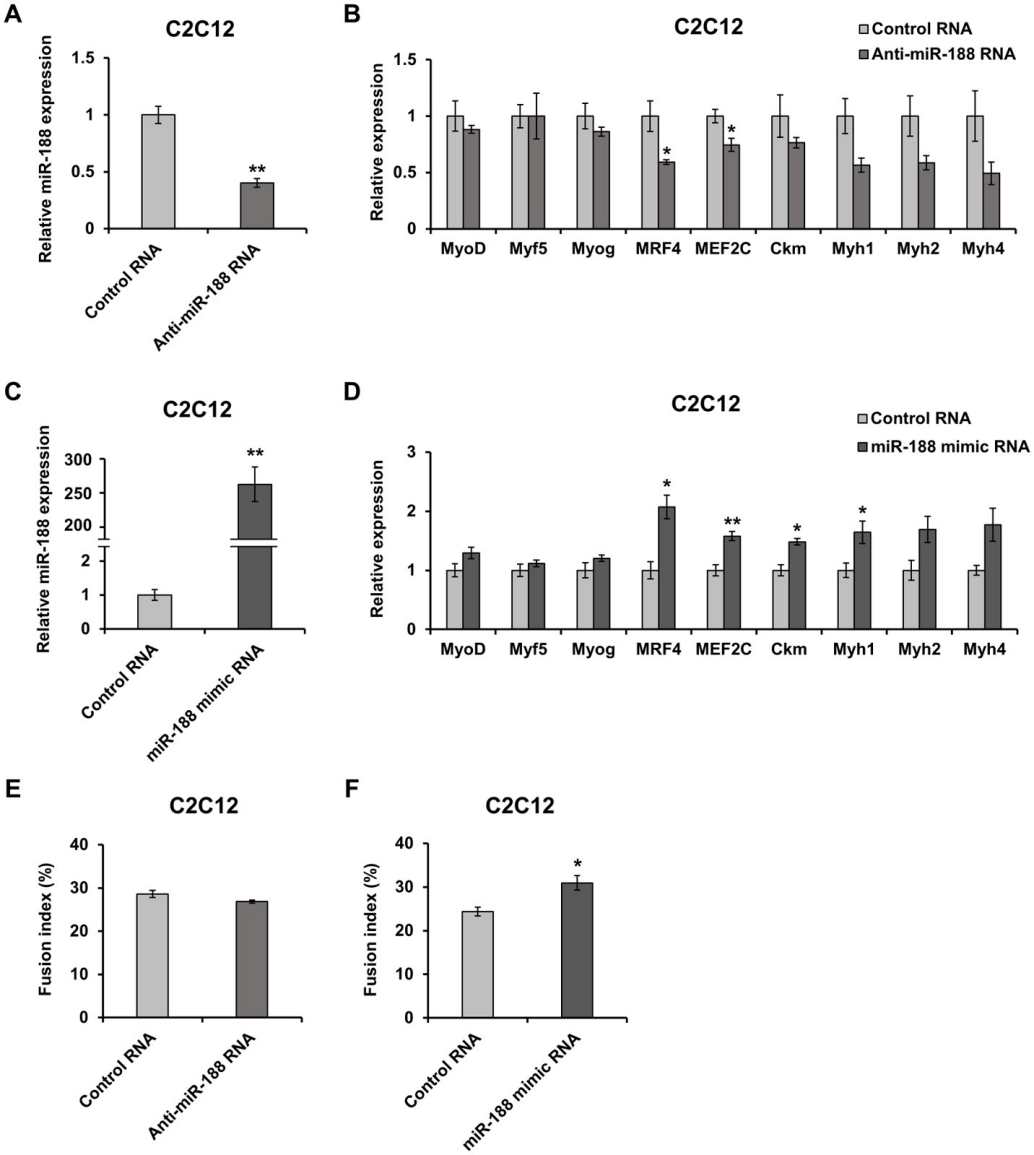
Effects of miR-188 on mRNA expression of myogenic factors during C2C12 differentiation. (A) Inhibitory effects of anti-miR-188 oligo RNA on expression of endogenous miR-188 in C2C12 cells. After 4 days of culture following transfection with anti-miR-188 RNA (3-day culture in DM), relative expression levels of endogenous miR-188 were analyzed by RT-qPCR (n = 3). Control RNA has a sequence designed not to target any human, mouse, and rat genes. (B) Effects of anti-miR-188 oligo RNA on expression of 5 myogenic transcriptional factors and 4 muscle differentiation markers in C2C12 cells after 3-day culture in DM. Relative expression levels of mRNAs were analyzed by RT-qPCR (n = 3). (C) Measurement of total miR-188 in C2C12 cells after 4-day culture following transfection with mimic miR-188 oligo RNA (3-day culture in DM). The amounts of total miR-188 RNA in the C2C12 cells were measured by RT-qPCR (n = 3). (D) Effects of mimic miR-188 oligo RNA on expression of myogenic transcriptional factors and muscle differentiation markers were examined as described in B. (E, F) Effects of antisense and mimic oligo RNAs on C2C12 fusion index under the same experimental conditions as shown in B and D (n = 3). Data represent mean ± SE. Statistical analysis was performed using Student’s t-test; *P < 0.05, **P < 0.01 compared to control.

### Search for molecules that directly interact with miR-188 during muscle differentiation

In order to identify target molecules of miR-188, we initially search for candidates having miR-188-binding sequences using TargetScan 7.1 (http://www.targetscan.org/vert_71/). The software program listed 141 candidate molecules. We then attempted to narrow down the candidates based on the condition that it negatively regulates transcription by gene ontology analysis using the Database for Annotation, Visualization and Integrated Discovery (DAVID: https://david.ncifcrf.gov/), which revealed 8 transcripts: NIPBL, MITR, JARID2, SUMO2, SP3, TMFSF4, UBE2I, and ZBTB20 (Fig 5A). Among these, MITR, SUMO2, and UBE2I have been reported to be involved in transcription of myogenic factors, and we therefore focused on these molecules. Inhibition of miR-188 did not change expression levels of these 3 mRNAs when compared to the control experiment (Fig 5B). However, overexpression of miR-188 significantly reduced mRNA expression levels of MITR, but not SUMO2 and UBE2I (Fig 5C). Furthermore, we examined the expression levels of protein products of the genes. Immunoblot analysis did not clearly show the changes in protein levels of these candidate molecules (Fig 5D and 5E), but overexpression of miR-188 tended to reduce MITR protein levels (Fig 5F and 5G). To further examine the possibility that MITR expression is negatively regulated by miR-188, we quantified MITR expression in TC muscles during the growth of dystrophic and normal dogs. MITR expression did not change in transcriptional levels (Fig 5H).

**Fig 5:**
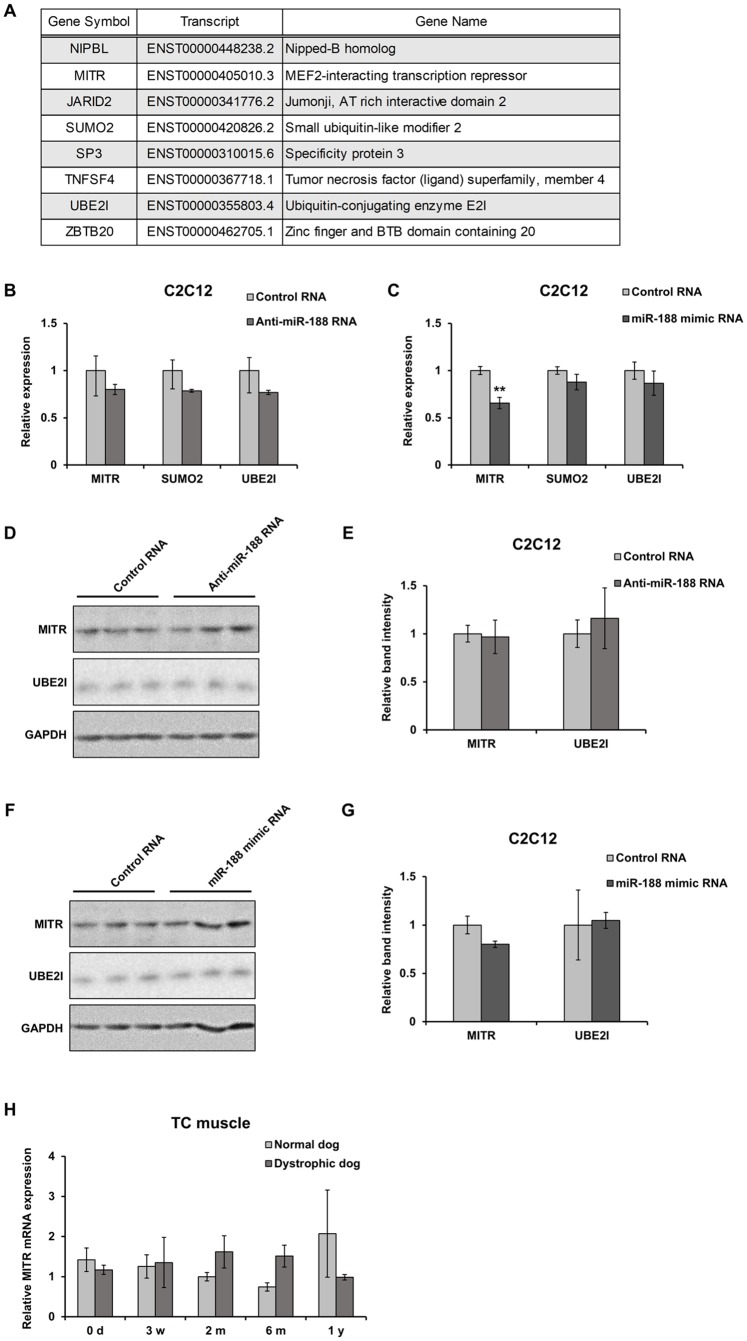
Protein expression of candidates for miR-188 target in C2C12 cells. (A) List of miR-188 target molecules containing predicted sequences to bind to miR-188 at 3’noncoding region. (B) Effects of anti-miR-188 oligo RNA on expression of MITR, SUMO2, and UBE2I mRNAs in C2C12 cells after 3-day culture in DM. Relative expression levels of mRNAs were analyzed by RT-qPCR (n = 3). (C) Effects of mimic miR-188 oligo RNA on mRNA expression were examined as described in B (n = 3). (D) Expression levels of MITR and UBE2I proteins in C2C12 cells under the same culture conditions as in B. Protein signals were detected by immunoblotting. (E) Signal intensities of MITR and UBE2I in D were quantified using Image J software. Relative amounts were calculated by normalizing with the expression levels of GAPDH. (F) Expression levels of MITR and UBE2I proteins in C2C12 cells under the same culture conditions as that of C. (G) Signal intensities of MITR and UBE2I in F were quantified by the same method as described in E. (H) Expression patterns of MITR mRNA in TC muscles of normal and dystrophic dogs at 0 days (d), 3 weeks (w), 2 months (m), 6 months, and 1 year (y) of age were analyzed by RT-qPCR (n = 3). Data represent mean ± SE. Statistical analysis was performed using Student’s t-test; **P < 0.01 compared to controls.

## Discussion

In this study, we found that miR-188 was specifically elevated in the serum of CXMD_J_ dogs with onset of muscular dystrophy. Significant elevation of serum miR-188 was observed until around 9 months of age, and which was compatible with the results of expression analysis using skeletal muscle. The period of miR-188 elevation with CXMD_J_ growth was corresponding to the time when the muscle regeneration was vigorous. Even in normal animals, induction of muscle regeneration by CTX-injury indicated significant miR-188 elevation. Taken together with the fact that miR-188 was up-regulated in C2C12 cells during differentiation, our results revealed that miR-188 elevation in CXMD_J_ serum reflects muscle regeneration, implying that miR-188 is useful as a marker for such regeneration.

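On the serum arrays the normalized signal of miR-500 was 11.2 in the normal pool and 25.8 in the dystrophic pool, a ratio of 2.31. The spot of miR-500 on the normal array was 10.7 units above the mean blank spot, and 5.89% of the 1408 blank spots were at least as bright. On the dystrophic array it was 31.2 units above the mean, and 0.568% of the blank spots were at least as bright. Its noise interval reached down to 0.908 and had no upper limit, so it includes a ratio of 1 on these 2 arrays, with 1 spot on each. With detection at 3 SD of the blank spots miR-500 was not detected in normal serum and no ratio was obtained. The ratio was 2.91 without scaling between the arrays and 1.90 with scaling on the miRNAs detected on both. The RT-qPCR data were not analysed here.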

Microarray and RT-qPCR analyses also indicated significant elevation of miR-500 in the CXMD_J_ serum. Changes in serum levels showed the same pattern as for miR-188 (S3 Fig and Fig 2A), suggesting a relationship between miR-500 and muscle regeneration. Thus, miR-500 may be a better biomarker for muscle regeneration than miR-188, because the elevation of miR-500 in CXMD_J_ serum was much higher than that of miR-188. However, the origin of miR-500 and the mechanism of its elevation remain unclear. Thus, further analysis is needed.

*In vitro* analysis using C2C12 cells showed that overexpression of miR-188 increased fusion index (Fig 4F). The result suggested that miR-188 may participate in the myogenic differentiation of the cells, but suppression of miR-188 expression did not show an effect on the fusion index. On the other hand, the mRNA expression of MRF4 and MEF2C were clearly affected by both treatment of the mimic and antisense oligo RNAs in C2C12 cells, as shown in Fig 4B and 4D, suggesting that miR-188 would contribute to myotube maturation rather than myotube formation. Indeed, the expression of mRNA encoding mature MyHC, such as Myh1, Myh2, and Myh4 has been changed by the treatment of them.

MRF4 expression is known to be regulated by MEF2 family members (MEF2A, MEF2C, and MEF2D) [18, 19], whereas MEF2C expression is also reported to be regulated by these members, including MEF2C itself [20]. Simultaneous knockout of MEF2 family genes (*Mef2a*, *Mef2c*, and *Mef2d*) clearly showed down-regulation of MRF4 expression, but also reduced the expression of Ckm, Myh1, and Myh4 [21], and it was similar to changes in MRF4 and muscle differentiation marker molecules in the expression analysis using C2C12 cells (Fig 4B and 4D).

Since there were no target sequences for miR-188 in the 3’-untranslated regions of MRF4 and MEF2C and miRNA is a negative regulator of gene expression, regulatory effect of miR-188 on these factors is likely to be mediated through other molecule(s). We listed 141 molecules that have target sequences for miR-188 in their transcripts using TargetScan, and narrowed our search down to three candidates (MITR, UBE2I, SUMO2) based on the condition that they negatively regulate myogenic transcriptional factors in muscle differentiation, as miRNA is a negative regulator of gene expression. miR-188 was already proved to regulate the MITR protein levels by directly binding to 3’ non-coding region of its mRNA [22]. During C2C12 differentiation, overexpression of miR-188 significantly reduced mRNA expression of MITR, but the alteration of the MITR protein levels were quite limited (Fig 5C, 5F and 5G), while inhibition of miR-188 did not change the expression levels of MITR mRNA and protein (Fig 5B, 5D and 5E). *In vivo* analysis, MITR expression levels did not change in TC muscles between normal and dystrophic dogs and during the growth. These results were not convincing to prove that MITR was the direct target of miR-188 in skeletal muscle cell, although protein levels of MITR in dog muscles were not clear.

In this study, UBE2I and SUMO2 were also expected to be direct targets of miR-188 during muscle differentiation. However, UBE2I mRNA and protein levels did not change as a result of miR-188 manipulation. SUMO2 could not be verified, because the protein could not be detected by the anti-SUMO2 antibody we used. Sumoylation of MEF2 by SUMO2 has been reported to reduce MEF2 activity [23]. Therefore, miR-188 may inhibit sumoylation of MEF2 to maintain MEF2 activity by suppressing translation of SUMO2. PTEN could be one of other candidate targets, which inhibits PI3K/Akt signaling related to MEF2 [24, 25], therefore should be examined in the future.

There has been, however, still the possibility that MITR may be involved as a target of miR-188 in skeletal muscle. During murine muscle regeneration induced by CTX injection, miR-188 expression was markedly increased (Fig 2D), compared with the modest increase of miR-188 in C2C12 differentiation (Fig 3A). These results suggested that the increase of miR-188 expression during muscle regeneration may be derived not only from expression in myogenic cells but also from that in mesenchymal progenitors and/or macrophages. In bone marrow mesenchymal stem cells (BMSCs), MITR has been reported to be a direct target of miR-188 [22]. Based on this finding, it is possible that MITR may be involved in other cells such as mesenchymal progenitors in skeletal muscles. Further analysis with another experimental system is necessary to prove this hypothesis.

In conclusion, we report that miR-188 is elevated in the serum of muscular dystrophy model dogs and is up-regulated in response to muscle regeneration. In vitro analysis using myoblasts shows that miR-188 positively regulates myogenic transcriptional factors and muscle differentiation markers. These findings suggest that miR-188 is a novel regulator of muscle differentiation and has potential as a marker for regeneration.

## Supporting information

S1 Fig Histopathology of dog TC muscles. TC muscle sections of normal and dystrophic dogs at 0 days, 3 weeks, 2 months, 6 months, and 1 year of age were subjected to HE staining. Scale bar: 100 μm.
(TIF) Click here for additional data file.

S2 Fig Expression of dMyHC in dog TC muscles. (A) Immunofluorescence double staining of (green) and laminin (red) in cryosections from normal and dystrophic dog TC muscles at 0 days, 3 weeks, 2 months, 6 months, and 1 year of age. Scale bar: 100 μm. (B) The percentages of dMyHC-positive fibers in TC muscles on the same time course as A were calculated (n = 3). Data represent mean ± SE. Statistical analysis was performed using Student’s t-test with the Holm multiple test; *P < 0.05, **P < 0.01, ***P < 0.001 compared to normal dogs.
(TIF) Click here for additional data file.

S3 Fig Changes in miR-500 expression in dog serum accompanying growth. Expression patterns of miR-500 in serum of normal and dystrophic dogs at ages of 3 weeks, 2 months, 6 months, 9 months, and 1 year were analyzed by RT-qPCR (n = 7 each). Data represent means ± SE. Statistical analysis was performed using Student’s t-test with the Holm multiple test; *P < 0.05, ***P < 0.001 compared to normal dogs.
(TIF) Click here for additional data file.

S1 Table miRNA microarray data. 

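The S1 Table lists the 291 dog miRNAs of the chip with 1 signal for each serum pool. A signal there is the spot intensity minus the mean of the trimmed blank spots, multiplied by 1 factor per array that brings the median over the detected miRNAs to the same value on both. Recomputed in this way from the scanner output, the signals differed from those of the table by at most 4.56e-05 units on the normal and 2.63e-05 units on the dystrophic array. The lowest signal listed is 8.30 for normal and 6.87 for dystrophic serum. A factor common to all miRNAs of an array leaves their order within that array unchanged, and shifts every ratio between the arrays alike.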

List of signal intensities globally normalized on serum miRNA microarray. 

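A miRNA is listed as ND when its spot is not above the detection limit of the array or when the scanner software marked the spot as not usable. The first rule gave the same entries as the table for 290 miRNAs on the dystrophic array. The exception was miR-34a, whose spot read 204 on that array, above the limit, and was marked as not usable at every scanner gain. Its normalized signal was 11.2 in normal serum, and it is among the miRNAs detected in normal serum alone for this reason.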

ND indicates that miRNA was not detected.
(PDF) Click here for additional data file.

S2 Table List of primer sets for 18S rRNA and mRNAs. (PDF) Click here for additional data file.

S3 Table List of primer sets for snoRNAs and miRNAs. (PDF) Click here for additional data file.

# Supplementary material for: Characterization of a novel microRNA, miR-188, elevated in serum of muscular dystrophy dog model
**Source:** PLoS One. 2019 Jan 30;14(1):e0211597. doi: 10.1371/journal.pone.0211597
**Supplement:** S1 Table — List of signal intensities globally normalized on serum miRNA microarray. ND indicates that miRNA was not detected.

**S1 Table. miRNA microarray data**

|                 |              |            |            |             |
|-----------------|--------------|------------|------------|-------------|
| cfa-miR-615     | MIMAT0009920 | 507.107955 | 526.170405 | 1.037590517 |
| cfa-miR-628     | MIMAT0009921 | ND         | ND         | -           |
| cfa-miR-631     | MIMAT0009922 | 29.182574  | 30.980324  | 1.061603545 |
| cfa-miR-632     | MIMAT0009923 | ND         | 12.902020  | -           |
| cfa-miR-653     | MIMAT0009924 | ND         | ND         | -           |
| cfa-miR-758     | MIMAT0009925 | ND         | ND         | -           |
| cfa-miR-671     | MIMAT0009926 | 39.725663  | 40.387862  | 1.0166693   |
| cfa-miR-454     | MIMAT0009927 | ND         | 7.247687   | -           |
| cfa-miR-802     | MIMAT0009928 | ND         | 7.871641   | -           |
| cfa-miR-300     | MIMAT0009929 | ND         | ND         | -           |
| cfa-miR-874     | MIMAT0009930 | 95.646283  | 127.844422 | 1.33663764  |
| cfa-miR-875     | MIMAT0009931 | ND         | ND         | -           |
| cfa-miR-876     | MIMAT0009932 | ND         | ND         | -           |
| cfa-miR-885     | MIMAT0009933 | 52.284744  | 82.013045  | 1.568584614 |
| cfa-miR-665     | MIMAT0009934 | 31.880993  | 35.266070  | 1.106178531 |
| cfa-miR-207     | MIMAT0009935 | 52.150947  | 57.371113  | 1.100097243 |
| cfa-miR-761     | MIMAT0009936 | 24.922810  | 14.878424  | 0.596980196 |
| cfa-miR-764     | MIMAT0009937 | 15.396792  | 26.122503  | 1.696619854 |
| cfa-miR-759     | MIMAT0009938 | ND         | 9.150194   | -           |
| cfa-miR-718     | MIMAT0009939 | 408.268091 | 400.326827 | 0.980548899 |
| cfa-miR-872     | MIMAT0009940 | ND         | 25.822265  | -           |
| cfa-miR-135a-5p | MIMAT0010196 | ND         | 18.764610  | -           |
| cfa-miR-105b    | MIMAT0010198 | ND         | ND         | -           |
| cfa-miR-1199-5p | MIMAT0031123 | 10.215942  | 19.974080  | 1.955187295 |
| cfa-miR-1199-3p | MIMAT0031124 | 9.581693   | 12.074897  | 1.260204955 |

# Supplementary material for: Characterization of a novel microRNA, miR-188, elevated in serum of muscular dystrophy dog model
**Source:** PLoS One. 2019 Jan 30;14(1):e0211597. doi: 10.1371/journal.pone.0211597
**Supplement:** S2 Table

**S2 Table. List of primer sets for 18S rRNA and mRNAs**

| Target     | NCBI GeneBank Accession # | Primer Sequence |                             | Reference               |
|------------|---------------------------|-----------------|-----------------------------|-------------------------|
| 18S rRNA   | NR_003278                 | Forward         | TTGATTAAGTCCCTGCCCTTTGT     | -                       |
|            |                           | Reverse         | CCGATCCGAGGGCCTCACTA        |                         |
| MyoD       | NM_010866                 | Forward         | GCTCTGATGGCATGATGGAT        | Roberts TC et al., 2013 |
|            |                           | Reverse         | GACACAGCCGCACTCTT           |                         |
| Myf5       | NM_008656                 | Forward         | CACCTCCAAGTCTCTGAC          | Roberts TC et al., 2013 |
|            |                           | Reverse         | ACATGCATTTGATACATCAGGAC     |                         |
| Myog       | NM_031189                 | Forward         | CGATCTCCGCTACAGAGG          | Roberts TC et al., 2013 |
|            |                           | Reverse         | CGCGAGCAAATGATCTCCT         |                         |
| MRF4       | NM_008657                 | Forward         | CATCAGCTACATTGAGCGTCTACAGG  | Yuasa K et al., 2015    |
|            |                           | Reverse         | CTGGAATGATCCGAAACACTTGG     |                         |
| MEF2C      | NM_001170537              | Forward         | TGGCAGCAAGAACACGATGC        | Yuasa K et al., 2015    |
|            |                           | Reverse         | AGGAGTTGCTACGGAAACCAC       |                         |
| Ckm        | NM_007710                 | Forward         | CAGCAGCTCATTGATGACCACTTCCTG | Yuasa K et al., 2015    |
|            |                           | Reverse         | GCAGAAAGCGGCGGAAACCTCCTTC   |                         |
| Myh1       | NM_030679                 | Forward         | GTCCAAAGCCAACAGTGAAG        | Yuasa K et al., 2015    |
|            |                           | Reverse         | CTTCTGTTTCCATTCTGCCA        |                         |
| Myh2       | NM_001039545              | Forward         | AGGCGGCTGAGGAGCACGTA        | Brown DM et al., 2012   |
|            |                           | Reverse         | GCGGCACAAGCAGCGTTGG         |                         |
| Myh4       | NM_010855                 | Forward         | CAATCAGGAACCTTCGGAACAC      | Brown DM et al., 2012   |
|            |                           | Reverse         | GTCTGCGCTCTGAGAGCAT         |                         |
| Mouse MITR | NM_024124                 | Forward         | GGAGCTAGACGCCAGGTTTA        | -                       |
|            |                           | Reverse         | GCAGGTGGGCAAAAGGAATG        |                         |
| Dog MITR   | XM_022427451              | Forward         | ATCCCAAAGCCTGTACACC         | -                       |
|            |                           | Reverse         | TCCAGCAGTCACTGATCTCAAC      |                         |
| SUMO2      | NM_133354                 | Forward         | CAGCCAATCAACGAAACAGA        | La Salle S et al., 2008 |
|            |                           | Reverse         | ATGTGGTGGGACCAAATTGT        |                         |
| UBE2I      | NM_011665                 | Forward         | TCTCCCTGCCTGTTAGCTGT        | La Salle S et al., 2008 |
|            |                           | Reverse         | GAATGCAGGTCAGGAGGTGT        |                         |

**References**

Roberts TC, Godfrey C, McClorey G, Vader P, Briggs D, Gardiner C, et al. Extracellular microRNAs are dynamic non-vesicular biomarkers of muscle turnover. *Nucleic Acids Res.* 2013;41(20):9500-13. doi: 10.1093/nar/gkt724.

Yuasa K, Aoki N, Hijikata T. JAZF1 promotes proliferation of C2C12 cells, but retards their myogenic differentiation through transcriptional repression of MEF2C and MRF4-Implications for the role of Jazf1 variants in oncogenesis and type 2 diabetes. *Exp Cell Res.* 2015;336(2):287-97. doi: 10.1016/j.yexcr.2015.06.009.

Brown DM, Parr T, Brameld JM. Myosin heavy chain mRNA isoforms are expressed in two distinct cohorts during C2C12 myogenesis. *J Muscle Res Cell Motil.* 2012;32(6):383-90. doi: 10.1007/s10974-011-9267-4.

La Salle S, Sun F, Zhang XD, Matunis MJ, Handel MA. Developmental control of sumoylation pathway proteins in mouse male germ cells. *Dev Biol.* 2008;321(1):227-37. doi: 10.1016/j.ydbio.2008.06.020.

# Supplementary material for: Characterization of a novel microRNA, miR-188, elevated in serum of muscular dystrophy dog model
**Source:** PLoS One. 2019 Jan 30;14(1):e0211597. doi: 10.1371/journal.pone.0211597
**Supplement:** S3 Table

**S3 Table. List of primer sets for snoRNAs and miRNAs**

| Target         | Primer name                         | Catalog number |
|----------------|-------------------------------------|----------------|
| cfa-miR-10b    | Cf_miR-10b_1 miScript Primer Assay  | MS00029393     |
| cfa-miR-103    | Cf_miR-103_1 miScript Primer Assay  | MS00029358     |
| cfa-miR-105a   | Cf_miR-105a_1 miScript Primer Assay | MS00029365     |
| cfa-miR-142    | Cf_miR-142_1 miScript Primer Assay  | MS00029589     |
| cfa-miR-188    | Cf_miR-188_1 miScript Primer Assay  | MS00029841     |
| mmu-miR-188-5p | Mm_miR-188_1 miScript Primer Assay  | MS00001757     |
| cfa-miR-204    | Cf_miR-204_1 miScript Primer Assay  | MS00029995     |
| cfa-miR-500    | Cf_miR-500_1 miScript Primer Assay  | MS00030856     |
| sno202         | Hs_SNORD68_11 miScript Primer Assay | MS00033712     |
| sno234         | Custom miScript Primer Assay        | MSC0075968     |

How the deposited data were processed for this re-analysis (not part of the article)

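Serum miRNAs were measured on 2 one-color 3D-Gene arrays, 1 for a serum pool of 3 normal dogs and 1 for a serum pool of 3 dystrophic dogs, at 2 months of age. The samples were assigned to the conditions from their labels and the methods of the paper, which give the same assignment.

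The authors deposited the scanner output of each array, in which the intensity of a spot is its median brightness without normalization, and a table of normalized intensity values rounded to 1 decimal. The S1 Table holds the same normalized intensity values, which the authors describe as globally normalized. The software named by the authors is 3D-Gene Extraction, and its settings are not named in the text of the paper.

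From the scanner intensity of each spot, the mean of the blank spots after trimming 5% at each end was subtracted. A miRNA was detected when its spot was above that mean plus 2 SD and was not marked as unusable. The net signals were scaled to a median of 25 over the detected dog miRNAs of each array. The ratio is dystrophic over normal, and the limits of above 2 and 0.5 or less are those of the paper. The trimming and the 2 SD limit follow the rule for this array type as it was written down before the data were examined; the resulting values were then compared with the S1 Table. The number of blank spots trimmed at each end is not a whole number at 5%, and it was rounded up because this gave the values of the S1 Table, a choice made after that comparison.

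The arrays have no replicate spots of a dog miRNA and no replicate arrays, and their number limits the precision. No p-value was computed. A 95% noise interval of a ratio was drawn from 100000 resamples of the deviations of all blank spots, with a coefficient of variation of 5.26% from 10 bright control probes, bright meaning a signal of at least 5 times the detection limit above background on both arrays. 1 of these control probes, S-Probe6, differed between the arrays by a ratio of 2.22. In 1000 simulated pairs of arrays without any difference, the same noise was added to the mean signal of both arrays; since that mean already contains noise, the simulation is wide.

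The steps from spot signal to called miRNA were tested on simulated data with 291 probes. The true signals were drawn from a lognormal distribution and not from the measured signals. The simulated arrays were brighter, with 27 raised, 15 lowered and 210 unchanged miRNAs detected on both, compared with 142 miRNAs in the data. The rates below therefore check the steps and do not give the error rate for the dim spots of these arrays. Of the miRNAs raised 4-fold and detected on both simulated arrays, 26 of 27 were called above 2-fold. Of those lowered to 0.25-fold, 13 of 15 were called, and of 210 unchanged miRNAs 5 were called in either direction.

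The miRNAs that could be named in the text were those the paper names for the serum arrays and those above 2-fold or at 0.5-fold or less. The 5 brightest detected in each serum alone and the 3 brightest of each array were added to these. Not all of them are named, and none of the 5 brightest of normal serum alone is. Others are named where the text says so. This rule, the ratios to be computed and 12 alternatives that could be run were set before the data were examined, and 5 more alternatives were chosen after the data were seen. Normexp was run with an offset of 50. The alternatives concern the source of the values, background, scaling, detection and filters on dim signals.

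Neighboring miRNA genes were found in the RefSeq annotation of the dog assembly UU_Cfam_GSD_1.0, used for names and neighbors alone; 290 of the 291 miRNAs matched a gene by name. Genes up to 50 kb apart formed a run, and runs with at least 5 detected miRNAs were examined, both limits being set after the ratios had been seen. A list of red-cell miRNAs was written from general knowledge after the ratios had been seen. The median ratio of a list was placed among 10000 random lists matched on mean signal, each member being drawn from the 20 miRNAs nearest in signal, as a description of these arrays.

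Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used. The RT-qPCR, tissue, mouse and cell culture experiments of the paper were not analysed here.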

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

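The tests in this part, and the limit used to pick the miRNAs of the first paragraph, were chosen after the values had been seen.

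6 miRNAs were detected in dystrophic serum alone with a spot above the 99th percentile of the blank spots, a signal in miRNAs that the paper does not discuss. Their normalized signals were 38.8 for miR-200c, 38.2 for miR-381, 25.8 for miR-872, 23.0 for miR-380, 21.7 for miR-449 and 21.6 for miR-433. Against the lowest signal detected in normal serum these are at least 4.68-fold, 4.61-fold, 3.11-fold, 2.77-fold, 2.61-fold and 2.60-fold higher. They do not stand out against the spots of that array named as without a probe. The 99th percentile of these 181 spots was 179, above all 6 spots, which read from 142 to 163; 14 of the spots without a probe were at least as bright as the dimmest of the 6 and 4 were at least as bright as the brightest. Negative-control spots reached 152. No miRNA of normal serum alone passed the same percentile of its array. Background spots passing the detection limit are a candidate explanation for many of the 46 miRNAs detected in dystrophic serum alone, because 23.8% of the spots named as without a probe were above the limit of that array. The share was 26.5% on the normal array, where 17 miRNAs were detected alone. The excess of the number detected in dystrophic serum alone was 9.97 percentage points of the dog miRNAs. For spots without a probe the dystrophic share minus the normal share was -2.76 percentage points. Its standard error was 2.76, paired by position because the same positions were read on both arrays. The value argues against a higher background of spots that carry no probe as the cause of the excess. Spots that carry a probe not named as one for a dog miRNA went the other way. The difference was 18.8 percentage points for the negative controls, 12.1 for the QC spots and 5.42 for the S-Probe spots. Their standard errors, paired by position in the same way, were 7.01, 1.25 and 2.302. More binding of labelled RNA to probes without their target on the dystrophic array is therefore a candidate explanation of the excess. It is not established, because the negative controls are 32 spots of 3 kinds, and what the QC and S-Probe spots capture is not named in the files or the paper. In arrays simulated without a difference, the median number detected on the dystrophic array alone was 31, with 95% of simulations between 22 and 42. On the normal array alone it was 20, with 95% between 12 and 29. The number detected on both lay between 149 and 164 in 95% of simulations, above the 142 found. The limit on the normalized scale was 8.19 on the normal and 6.81 on the dystrophic array. The simulation is thus uneven between the arrays and cannot decide how much of the excess arises without a difference. The disease itself stays open as an explanation and was not tested, since 1 pool stands for each condition.

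The spot of miR-34a on the dystrophic array would have a normalized signal of 72.5 if it were kept, 6.45-fold above normal serum. The scanner software marked it as unusable, and what was wrong with the spot was not stated. No second spot of miR-34a is on the array, so neither a technical nor a biological explanation was tested.

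Of the 32 negative-control spots, 21 on the normal and 27 on the dystrophic array were above the detection limit. The 3 kinds differed. On the normal array, negative control 2 lay at the blank level, with a mean difference of -0.27, while negative controls 1 and 3 were 20.9 and 15.1 above it. Binding of labelled RNA to every probe alike is therefore argued against on that array. On the dystrophic array negative control 2 was 6.23 above the mean blank spot and the other kinds 21.8 and 21.1. Its mean lay 14.8 below that of the nearest other kind, more than the largest SD between spots of a kind, 7.41, which argues against equal binding there too. Binding that depends on the probe, and a smaller part common to all kinds, stay open. Signals of dog miRNAs below these levels, miR-500 in normal serum among them, lie in the range of such probes. No biological explanation was tested.

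The 8 spots of the control probe S-Probe6 were brighter on the dystrophic array by a ratio of 2.22, whereas the other 9 bright control probes had ratios from 0.854 to 1.06. What S-Probe6 captures is not named in the files or the paper. The spread between its spots was 10.3% on the normal and 5.65% on the dystrophic array, smaller than the difference. No explanation was tested, technical or biological.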

How the results depend on the processing

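The alternatives were set before the data were examined, except scaling to the spike controls, the blank level of each block, untrimmed blank spots, local background subtraction and keeping the unusable spot, which were chosen after seeing the data. The cause of a changed value was not tested unless it is named.

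The numbers of miRNAs detected in both sera, above 2-fold and at 0.5-fold or less were 142, 19 and 8. The deposited values gave the same 3 counts. The number above 2-fold was 6 with normexp background correction and 6 without background subtraction, and the number at 0.5-fold or less was 1 and 1; an offset of 50 added by normexp, or a background left in both signals, draws every ratio toward 1. Without scaling the counts were 34 and 3. Quantile normalization gave 13 and 19, and scaling on the miRNAs detected on both arrays gave 12 and 19. Normexp with quantile normalization gave 5 and 5. Detection at 3 SD gave 12 and 9 among 118 miRNAs. With signals at or under the limit set to the limit, 29 and 16 were counted among more miRNAs, and no count of detected miRNAs applies. A signal of at least 25 on both arrays left 71 miRNAs, with 8 and 3. Scaling on the 75th percentile gave 19 and 11. Spike controls gave 39 and 3, blank levels by block gave 19 and 5, and untrimmed blank spots gave 22 and 3 among 99 miRNAs. Local background subtraction left 21 miRNAs, with 6 and 2. Of the 19 elevated and 8 reduced miRNAs of the main setting, 0 and 0 were called under it. The local background rises with the spot signal (r across spots of log values 0.969 and 0.976), so it removes signal.

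The split of the called miRNAs moved with the scaling. Elevated miRNAs were 70.4% of the called ones, compared with 91.9% without scaling, 92.9% with the spike controls, 40.6% with quantile normalization, 38.7% with scaling on the miRNAs detected on both arrays and 50% (5 of each) with normexp and quantile normalization. The median log2 ratio of the miRNAs detected in both sera was 0.13; it moved by 0.33 without scaling, by -0.25 with quantile normalization, by -0.28 with scaling on the miRNAs detected on both arrays and by 0.38 with the spike controls. 5 of the elevated miRNAs, miR-206, miR-22, miR-133a, miR-133b and miR-133c, were above 2-fold under every alternative set before the data were examined that gave them a ratio.

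miR-188 kept a ratio above 1 under the alternatives that gave one. With the offset of 50 it was 1.57 with normexp, and it was 1.37 without background subtraction and 1.37 with normexp and quantile normalization, below its noise interval. It was 1.96 with quantile normalization and between 2.04 and 3.24 under the others; local background subtraction gave no ratio. miR-500 ranged from 1.11 to 3.40 within its wide noise interval, and detection at 3 SD, a signal of at least 25 on both arrays, untrimmed blank spots and local background subtraction gave no ratio. For the other 25 miRNAs with a call or a name, 298 of 365 ratios lay inside the noise interval, 67 outside and none changed direction.

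Scaling on all detected probes of the chip, other species included, and other summaries of replicate spots were not run, because the arrays hold no named probes of other species and 1 spot per dog miRNA. Leaving out a replicate was not possible with 1 array per condition. No paired analysis was possible because each condition has 1 array and no test was made. Signal over background limits the dim miRNAs: 11 of the 19 elevated ones had a normal signal below 25.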

Differences from the paper's values

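The counts of miRNAs detected in both sera, elevated and reduced, and the array ratios recomputed from the scanner output are those of the text and of the S1 Table. The ratio column of the S1 Table is headed as normal over dystrophic; its 142 values equal dystrophic over normal to within 1e-05 of the value, and 0 equal the inverse, so it was read as dystrophic over normal.

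The array ratios were set beside the RT-qPCR of the same miRNAs in Fig 1B (n = 3 by the legend, read by eye), another assay with another RNA preparation. Of the 7 miRNAs compared, 2 were within 1.5 times of each other. The counts of alternatives below include settings that repeat the main ratio wherever they give one. These are the deposited values, up to rounding, no detection filter, and a signal of at least 25 on 1 array or on both. They are no separate evidence. For miR-188 the array ratio was 2.48 and the paper's RT-qPCR value is about 2.3 in Fig 1B, and for miR-10b they were 2.06 and about 1.5 in Fig 1B. Of 12 alternatives set before the data were examined, 10 kept miR-188 within 1.5 times, and no background subtraction (1.37) and normexp with quantile normalization (1.37) did not; for miR-10b 11 did, and no scaling between the arrays (2.60) did not. The other 5 miRNAs were not within 1.5 times. For miR-500 the array ratio was 2.31 and the paper's RT-qPCR value is about 3.8 in Fig 1B, with a standard error of about 0.6; of the 10 alternatives set before the data were examined that gave a ratio, no scaling between the arrays (2.91) came within 1.5 times, and 9 did not. For miR-142 the array ratio was 2.24 and the paper's value is about 0.6 in Fig 1B (standard error about 0.2); none of 11 alternatives came within that range. For miR-103 they were 3.33 and about 1.2 in Fig 1B (standard error about 0.1); the 3 alternatives with no background subtraction, normexp, and normexp with quantile normalization came within it, and the other 8 did not. For miR-105a they were 4.52 and about 2.2 in Fig 1B (standard error about 0.6); normexp came within it, and 9 of 10 did not. For miR-204 they were 2.13 and about 1.2 in Fig 1B (standard error about 0.5); scaling on the miRNAs detected on both arrays, no background subtraction, normexp, and normexp with quantile normalization came within it, and 5 of 9 did not.

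The paper states that miR-500 rose far more than miR-188 in dystrophic serum, just after pointing to its RT-qPCR time courses. The arrays are another assay on pooled serum of a single age, and the RT-qPCR values were not analysed here. On the arrays the ratio was 2.31 for miR-500 (noise interval from 0.908 upward) and 2.48 for miR-188 (1.76 to 6.87). Each lay inside the noise interval of the other, so the arrays do not resolve their order. Alternatives that multiply or filter the signals of an array leave the order as it is. Of the others set before the data were examined, quantile normalization put miR-500 higher (2.01, and 1.96 for miR-188), while the deposited values, normexp, no background subtraction, and normexp with quantile normalization did not. With the blank level of each block, chosen after seeing the values, miR-500 had a ratio of 3.40 and miR-188 2.58; of the paper's 19 elevated miRNAs 17 were called under that setting.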

Other observations

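The tests in this part were all chosen after the ratios had been seen, and the hypotheses were found and tested on the same 2 arrays.

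Spot noise was weighed as the whole cause of the elevated miRNAs. The largest deviation of any blank spot was 86.5 on the normalized scale. 6 of the 19 elevated miRNAs, miR-22, miR-206, miR-378, miR-133a, miR-133b and miR-133c, rose by more than that, which argues against spot noise as their whole cause. For the other 13 the rise was within that deviation, which is the most extreme of 1408 blank spots. 10 of them had a noise interval above 1. All 10 rose by at least 27.0, a rise that 1 of 181 positions without a probe and 5 of 1408 blank positions passed between the arrays, and 7 of the 10 rose by more than any position without a probe (29.3), though 1 of the 10, miR-30d, rose by more than the most extreme blank position (81.1). The 10 were picked for a noise interval above 1, which was drawn from the same blank spots. Their large rises were therefore largely fixed in advance, and this comparison by itself decides nothing. Single members were also picked as the highest of 142 ratios, and each stays without a repeat spot. miR-10b, miR-103, miR-105a and miR-188 are among the 10. For the remaining 3, miR-142, miR-204 and miR-500, all marked in Fig 1A, the noise interval of the ratio reached below 1, and spot noise cannot be told apart from a rise with 1 spot per miRNA. In 1000 simulated pairs of arrays without a difference, the number above 2-fold had a median of 4, with 95% of simulations between 1 and 10 and a maximum of 14. The 13 left without the 6 bright miRNAs lie above that range and below that maximum, and 5 simulations gave 13 or more. The number above 2-fold with a noise interval above 1 had a median of 2 and a maximum of 10, and 1 simulation reached the 10 left. The simulated miRNAs were picked in the same way, so this count argues against spot noise as the whole cause of the 10 as a group. The number at 0.5-fold or less had a median of 4, with 95% of simulations between 1 and 8, so the 8 reduced miRNAs as a count are within the range without a difference. These are descriptions under the assumed noise.

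More miRNAs were elevated than reduced, 19 and 8. A candidate explanation is the scaling of each array on its own detected miRNAs, of which the dystrophic array had more. Scaling on the miRNAs detected on both arrays gave 12 elevated and 19 reduced, so the direction of the split depends on this choice. That scaling gives the counted miRNAs the same median on both arrays. It draws the split toward even by construction and cannot decide whether the scaling is the cause. Without scaling between the arrays the counts were 34 and 3. Scaling on the spike controls gave 39 and 3. Whether dystrophic serum held more miRNA in total was not tested.

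miR-370 was the brightest miRNA of normal serum and fell from 2976 to 1502. Its ratio of 0.505 (noise interval 0.436 to 0.584) lay beside the limit of 0.5. miR-199 and miR-145, named because their ratios of 0.504 and 0.506 lay beside the same limit, and miR-299, miR-362 and miR-1199-5p with 1.99, 1.97 and 1.96 beside the limit of 2, were singled out after their values were seen.

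The genes of miR-532, miR-188, miR-500, miR-362, miR-660 and miR-502 follow each other in the RefSeq annotation of UU_Cfam_GSD_1.0 with no other annotated miRNA between them. A hypothesis is that miR-188 and miR-500 rose together because neighboring genes may be transcribed together. All 6 had a ratio above 1 under the main scaling, but 4 of the 6 under scaling on the miRNAs detected on both arrays. The median ratio of the run, 1.85, was at percentile 94.3 of random lists matched on signal. Without miR-188 and miR-500, which the paper picked from these arrays, the other 4 had a median ratio of 1.42 at percentile 51.8. The list without its called members decides nothing, and shared transcription cannot be told apart from chance on dim spots here.

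Of 4 such runs examined, the one from miR-379 to miR-410 had the highest percentile among matched random lists, while the run of miR-188 had the higher median ratio. In the run from miR-379, 16 miRNAs were detected, with signals under the limit set to the limit, and 12 were higher in dystrophic serum. Its median ratio of 1.59 was at percentile 98.0 of matched random lists. The members detected in both sera were 6 higher and 3 lower, and 5 and 4 under scaling on the miRNAs detected on both arrays. Shared transcription may be a source, but it cannot be told apart from chance, because 1 of 4 runs was picked for its percentile and 6 members were detected in dystrophic serum alone at the floor of normal serum. The other runs were at percentile 76.1 (from miR-127) and 5.95 (from miR-17).

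miR-451 and miR-16 were lower in dystrophic serum. A hypothesis is more RNA of red cells in the normal pool. Of 10 miRNAs in a list of red-cell miRNAs, 9 were detected in 1 or both sera and 3 of these, miR-451, miR-16 and miR-20a, were called reduced. The median ratio of the 9 was 0.688, at percentile 0.16 of matched random lists, and that of the 6 not called reduced was 0.763, at percentile 2.96. Of these 6, miR-92a, miR-25, miR-15b and miR-93 were lower, with ratios of 0.835, 0.696, 0.576 and 0.688. miR-106b and miR-185 were not lower, with ratios of 1.03 and 1.39. Both were dim and detected in dystrophic serum alone, and their normal signal was set to the detection limit. The normalized signal of miR-451, the brightest of the list, was 1276 in normal and 250.0 in dystrophic serum. The low percentiles are consistent with the hypothesis, but the list was written after the ratios had been seen and most of its members are also present in other cells, so red-cell RNA cannot be told apart from another difference between the pools. A difference between the dogs stays open and was not tested.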
